# ^64^Cu-ATSM internal radiotherapy to treat tumors with bevacizumab-induced vascular decrease and hypoxia in human colon carcinoma xenografts

**DOI:** 10.18632/oncotarget.21323

**Published:** 2017-09-28

**Authors:** Yukie Yoshii, Mitsuyoshi Yoshimoto, Hiroki Matsumoto, Takako Furukawa, Ming-Rong Zhang, Masayuki Inubushi, Atsushi B. Tsuji, Yasuhisa Fujibayashi, Tatsuya Higashi, Tsuneo Saga

**Keywords:** ^64^Cu-ATSM, angiogenesis, bevacizumab, hypoxia, vascular decrease

## Abstract

Bevacizumab, an anti-vascular endothelial growth factor (VEGF) antibody, is an antiangiogenic agent clinically used for various cancers. However, repeated use of this agent leads to tumor-decreased vascularity and hypoxia with activation of an HIF-1 signaling pathway, which results in drug delivery deficiency and induction of malignant behaviors in tumors. Here, we developed a novel strategy to treat tumors with bevacizumab-induced vascular decrease and hypoxia using ^64^Cu-diacetyl-bis (*N*^4^-methylthiosemicarbazone) (^64^Cu-ATSM), a potential theranostic agent, which possesses high tissue permeability and can target over-reduced conditions under hypoxia in tumors, with a human colon carcinoma HT-29 tumor-bearing mouse model. The long-term treatment with bevacizumab caused decreased blood vessel density and activation of an HIF-1 signaling pathway; increased uptake of ^64^Cu-ATSM was also observed despite limited blood vessel density in HT-29 tumors. *In vivo* high-resolution SPECT/PET/CT imaging confirmed reduced vascularity and increased proportion of ^64^Cu-ATSM uptake areas within the bevacizumab-treated tumors. ^64^Cu-ATSM therapy was effective to inhibit tumor growth and prolong survival of the bevacizumab-treated tumor-bearing mice without major adverse effects. In conclusion, ^64^Cu-ATSM therapy effectively enhanced anti-tumor effects in tumors with bevacizumab-induced vascular decrease and hypoxia. ^64^Cu-ATSM therapy could represent a novel approach as an add-on to antiangiogenic therapy.

## INTRODUCTION

Angiogenesis is essential for tumor growth and is a useful target for cancer treatment [1]. Vascular endothelial growth factor (VEGF) is a key component of angiogenesis and the anti-VEGF antibody bevacizumab is widely used in clinical practice as an antiangiogenic agent for many types of cancers such as colorectal, lung, and breast cancer, as well as glioblastoma [1]. Bevacizumab treatment combined with standard chemotherapy is known to prolong survival in patients by inhibiting tumor growth [2]. Clinical studies indicated that the efficacy of bevacizumab therapy is not long-lasting, although bevacizumab treatment initially shows positive effects [3]. Previous studies reported that bevacizumab treatment decreases blood vessel density and induces low perfusion in tumor tissues, which leads to ineffectiveness of bevacizumab treatment via reducing drug delivery [4, 5]. In addition to this, continued use of antiangiogenic agents generates intratumoral hypoxia with stimulation of hypoxia-inducible factor-1 (HIF-1) signaling pathway, which leads to tumor regrowth and metastasis [6]. In order to improve the efficacy of bevacizumab treatment, additional strategies are required to treat tumors with bevacizumab-induced vascular decrease and hypoxia.

In this study, we focused on ^64^Cu-diacetyl-bis (*N*^4^-methylthiosemicarbazone) (^64^Cu-ATSM), a promising theranostic agent with high tissue permeability and targeting of over-reduced state under hypoxia within tumors [7–17]. Cu-ATSM labeled with various Cu radioisotopes, such as ^60^Cu, ^62^Cu, and ^64^Cu, has been originally developed as an imaging agent targeting the hypoxic regions in tumors for use with positron emission tomography (PET) [7, 9, 13–15, 17, 18]. Preclinical studies have revealed that Cu-ATSM rapidly diffuses into cells and tissues even in low perfusion areas and is trapped within cells under highly reduced conditions such as hypoxia and that tumor uptake of Cu-ATSM shows good correlation with the HIF-1α expression [9, 14, 15, 17, 19–21]. In recent years, clinical PET studies using radiolabeled Cu-ATSM have been conducted for many types of cancers throughout the world. These clinical studies have shown that Cu-ATSM uptake is associated with high HIF-1α expression, therapeutic resistance, metastatic potential, and poor prognosis in tumors [7, 22–25]. Thus, the previous studies indicate a connection between Cu-ATSM uptake and hypoxia with activation of an HIF-1 signaling pathway.

^64^Cu-ATSM can be used not only as a PET imaging agent but also as a radiotherapeutics against tumors, since ^64^Cu shows β^+^ decay (0.653 MeV, 17.4%) as well as β^-^ decay (0.574 MeV, 40%) and electron capture (42.6%). The photons from electron-positron annihilation can be detected by PET, while the β^-^ particles and Auger electrons emitted from this nuclide can damage tumor cells [13, 16, 18, 26]. ^64^Cu-ATSM reduces the clonogenic survival of tumor cells under hypoxia by inducing post-mitotic apoptosis [13]. This is caused by heavy damage to DNA via high-linear energy transfer (LET) Auger electrons emitted from ^64^Cu [27]. An *in vivo* study using tumor-bearing hamsters demonstrated that ^64^Cu-ATSM treatment increased survival time [18]. These previous studies support the feasibility of ^64^Cu-ATSM treatment of low vascular and hypoxic tumors, with the high permeability and high-LET radiation.

Here, we hypothesized that ^64^Cu-ATSM would be effective against tumors with bevacizumab-induced vascular decrease and hypoxia, and examined the efficacy of ^64^Cu-ATSM using a mouse model.

## RESULTS

### Tumor blood vessel density, activation of an HIF-1 signaling pathway, and ^64^Cu-ATSM uptake in bevacizumab-treated HT-29 tumors

To make a bevacizumab-treated tumor model with vascular decrease and hypoxia, HT-29 tumor-bearing mice were treated with bevacizumab (5 mg/kg twice a week) for 3 weeks. The dose and duration of bevacizumab administration was decided based on a previous report, which studied tumor growth with HT-29 xenograft mice under bevacizumab treatment [5]. Prior to the treatment study, we examined the characteristics of this model. Blood vessel density was examined with CD31 immunohistochemistry in the bevacizumab-treated HT-29 tumors and bevacizumab-untreated control. Figure 1A shows representative images of CD31 staining in each tumor and the blood vessel density analyzed based on these. The bevacizumab-treated tumors showed significantly reduced blood vessel density, compared to the control (0.42-fold) (*P* < 0.05). To examine the hypoxia-induced reaction in the bevacizumab-treated tumors, we evaluated activation of the HIF-1 signaling pathway by DNA microarray-based analysis. 

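Gene expression was measured on 6 arrays of human probes, 3 for the bevacizumab-treated tumors and 3 for the bevacizumab-untreated control. HT-29 is a human colon carcinoma cell line, and the tumors were grown under the skin of nude mice, so the RNA of a tumor can also hold mouse transcripts. The paper gives bevacizumab at 5 mg/kg in 2 injections per week for 3 weeks, whereas the sample labels give 3 weeks for replicate 1, 4 weeks for replicate 2 and 5 weeks for replicate 3 of the treated tumors in one place and 3 weeks for all of them in another. The paper gives 3 tumors per group. Its controls were untreated tumors that had grown to a size similar to that of the treated ones. In its treatment study, untreated tumors reached such a size on an earlier day, so the groups may also differ in tumor age. The wording that came with the arrays can also be read as 3 hybridizations of 1 sample, and the arrays were treated here as separate tumors. Each array had 1 channel, read after labeling with Cy3.

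The authors' deposited values were spot intensities from the Feature Extraction software, corrected for background within each array and not normalized between arrays. Here, the log2 intensity of each probe was expressed relative to the 75th percentile of its array. Spots with an outlier flag were left out, which removed 32 of 50599 probes. A probe was kept when it was well above background on every array of at least 1 group, and the probe with the highest mean signal was taken for each gene, which left 20608 genes. Differences between the groups were tested with limma, with Benjamini-Hochberg adjustment over these genes. The 75th percentile lay at an intensity of 405, 396 and 382 in control replicates 1, 2 and 3, and at 344, 323 and 352 in treated replicates 1, 2 and 3. The number of probes well above background was 34270, 32545 and 26041 in the control replicates and 25760, 27251 and 26383 in the treated replicates. All 6 arrays lay on 1 slide and were scanned together. Control replicates 1 and 2 lay in row 1 of the slide, and control replicate 3 lay in row 2 with all treated replicates. The difference in detected probes therefore followed the row and not the treatment. Pearson's correlation between arrays across genes was 0.987 to 0.997 within the control, 0.986 to 0.988 within the treated tumors and 0.975 to 0.990 between the groups, where genes are not independent replicates. The number of arrays limits the precision of every value, and an exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.1.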

Figure 1B shows the pathways significantly activated in the bevacizumab-treated tumors compared to the control. 

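Of the 20608 genes, 2 were higher and 2 were lower in the bevacizumab-treated tumors at an adjusted p under 0.05 from limma. The genes that were higher were SQOR and a transcript listed only as ENST00000587298. SQOR, which encodes a mitochondrial sulfide quinone oxidoreductase, had a log2 fold change of 1.31 (standard error 0.09, adjusted p = 0.0307). The genes that were lower were BLVRA, which encodes biliverdin reductase A, and a transcript listed only as CA309819. BLVRA had a log2 fold change of -1.20 (standard error 0.09, adjusted p = 0.0307). CA309819 was not well above background in any treated tumor, so that its signal was at least 1.09-fold lower there, counted from the dimmest detected probes. At an unadjusted p under 0.05, 1608 genes were higher and 2798 were lower, where 1030.4 genes in all would be expected by chance. In 28.8% of the genes, all 3 treated values lay on one side of all 3 control values, where chance gives 10%. The methods' t-test at an unadjusted p under 0.05 gave 1261 genes higher and 2599 lower, and after Benjamini-Hochberg adjustment it gave 0 in both directions. At the adjusted threshold, the counts moved most when an array was left out. Without treated replicate 1, 269 genes were higher and 753 lower by limma, and without control replicate 1 the counts were 0 and 0.

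The 8 pathways named in Fig. 1B were tested with membership lists written from general knowledge of the public pathway maps, which are not the authors' lists. With the 2 genes that were higher at an adjusted p under 0.05, neither of which is in any of the 8 lists, 0 of the 8 pathways were over-represented (one-sided Fisher's exact test, adjusted p = 1 for each pathway). A longer list was made of the 214 genes that were at least 2-fold higher at an unadjusted p under 0.05. Among these, 4 of the 8 pathways were over-represented after adjustment over the 8 pathways. The rheumatoid arthritis list had 6 of its 55 tested members among the 214 genes, with 0.571 expected (adjusted p = 0.000177, Fisher's exact test). The HIF-1 signaling pathway had 5 of 77, with 0.800 expected (adjusted p = 0.00497, Fisher's exact test). The Rap1 signaling pathway had 6 of 145, with 1.51 expected (adjusted p = 0.0110, Fisher's exact test). The cytokine-cytokine receptor interaction list had 5 of 120, with 1.25 expected (adjusted p = 0.0168, Fisher's exact test). For bladder cancer, PPAR signaling, pantothenate and CoA biosynthesis and African trypanosomiasis, the adjusted p from Fisher's exact test was between 0.108 and 0.171. VEGFA is held by 5 of the 8 lists, and none of the 214 genes that belong to a list passed the adjusted threshold over all genes.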

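The 5 members of the HIF-1 signaling pathway that were at least 2-fold higher at an unadjusted p under 0.05 were HK3, EGLN3, ENO2, VEGFA and PFKFB3. Over the 77 members tested, 47 were higher and 30 were lower in the bevacizumab-treated tumors, with a median log2 fold change of 0.05 and a mean of 0.20. At an unadjusted p under 0.05, 17 members were higher and 5 were lower. As a set, the members were higher than the other genes (limma's camera with a preset correlation of 0.01 between genes, two-sided, adjusted p = 0.0124 over the 8 pathways). The mean log2 value of the members was 1.82 ± 0.07 (SD, n = 3) in the treated tumors and 1.62 ± 0.07 (SD, n = 3) in the control, and every treated tumor lay above every control tumor. No member passed an adjusted p of 0.05 over all genes, and 6 members passed when adjusted over the list alone, 5 of them higher. A list of 60 transcripts that hypoxia raises was tested beside the pathway. Of its 49 tested members, 43 were higher in the treated tumors, with a median log2 fold change of 0.58 (camera, adjusted p = 2.72e-14 over 8 lists of tissues and processes). Adjusted over the list alone, 13 of these members passed, all higher. Over all genes 0 passed, and at an unadjusted p under 0.05, 27 were higher and 1 was lower. Neither set call held under limma's fry (adjusted p = 0.275 for the pathway and 0.127 for the hypoxia list) or with the correlation between genes estimated from the arrays (adjusted p = 0.234 and 0.408). Row 1 of the slide holds only control arrays, so a model with the row as a term compares the treated tumors with control replicate 3 alone, whose spread is taken from the other arrays. In that model, the difference in the mean of the members was 0.26 (standard error 0.08) for the pathway and 1.02 (standard error 0.26) for the hypoxia list.

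VEGFA, which encodes the target of bevacizumab, had a log2 value of 3.90 ± 0.55 (SD, n = 3) in the treated tumors and 2.63 ± 0.52 (SD, n = 3) in the control. Its log2 fold change was 1.27 (standard error 0.35, limma, adjusted p = 0.126). The panel of hypoxia-raised genes chosen before the data were examined was CA9, ADM, NDRG1, BNIP3, EGLN3, ANGPTL4, SLC2A1, LDHA, PGK1 and PDK1. The probe of BNIP3 was not well above background on any array. The other 9 genes were all higher in the treated tumors, with log2 fold changes from 0.39 for LDHA to 1.90 for ANGPTL4. All 3 treated values lay above all 3 control values in 8 of the 9 genes, PDK1 being the exception. Adjusted over the list alone, 8 of the 9 passed 0.05, and over all genes 0 passed, the smallest adjusted p being 0.0865 for SLC2A1. SLC2A1 passed without treated replicate 1 (limma, adjusted p = 0.0447, within a range of 0.0411 to 0.384 over its alternatives). With another background correction, normexp, SLC2A1 (adjusted p = 0.0411) and EGLN3 (adjusted p = 0.0416) passed in limma, and the other panel genes did not. The control tumors differed among themselves, NDRG1 having log2 values of 5.90, 6.95 and 4.80 in control replicates 1, 2 and 3 against 7.20, 7.58 and 7.95 in the treated replicates. The HIF1A transcript showed no difference larger than the spread between replicates, with a log2 fold change of -0.09 (standard error 0.11, limma, adjusted p = 0.656), and its second probe gave 0.11. The arrays do not measure the protein or its activity, so this value does not speak against activation of the pathway. From Fig. 1B, the paper reads the listed pathways as activated by the treatment and singles out the HIF-1 signaling pathway for its relation to hypoxia.

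**Figure D1:**
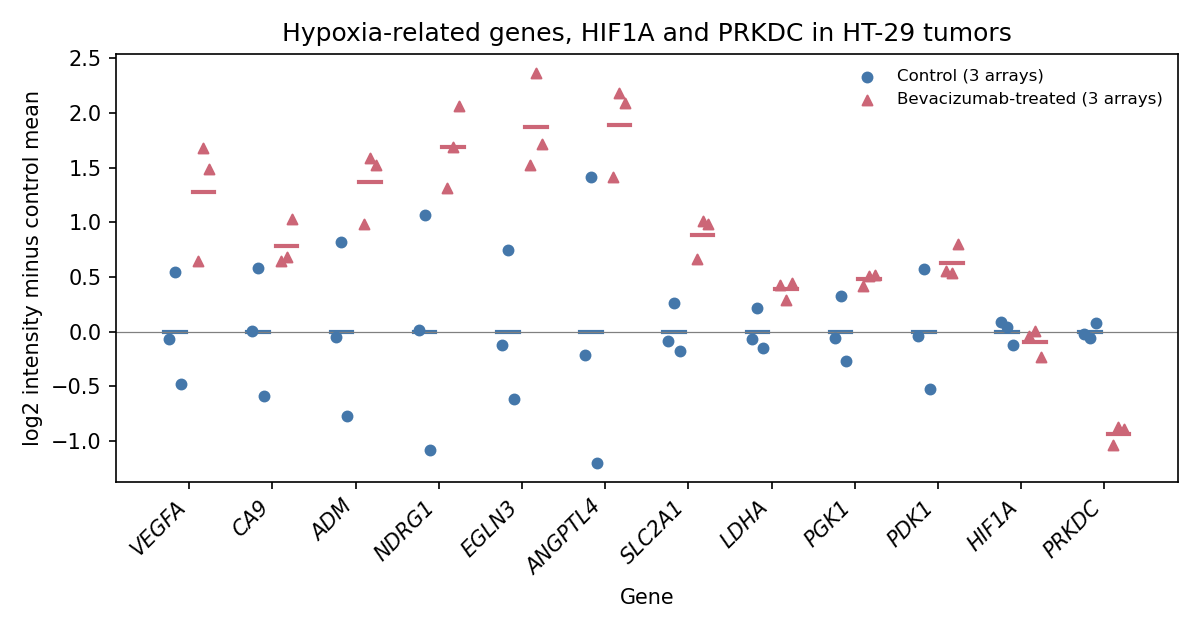
Log2 intensity of each array minus the mean of the control arrays, for VEGFA, 9 genes of the hypoxia panel, HIF1A and PRKDC. Each point is 1 array, circles stand for the control and triangles for the bevacizumab-treated tumors, and bars are group means. The difference of the treated mean from the control mean is 1.27 for VEGFA, -0.09 for HIF1A and -0.93 for PRKDC.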

We found that an HIF-1 signaling pathway, which responds to hypoxia [28], was activated in the bevacizumab-treated tumors. Tumor uptake of ^64^Cu-ATSM was compared in mice with the bevacizumab-treated HT-29 tumors and the control mice. Tumor ^64^Cu-ATSM uptake was 1.2-fold higher in bevacizumab-treated tumors [the percentage injected dose per gram of tissue (%ID/g) =4.5 ± 0.5] compared to the control (%ID/g=3.7 ± 0.3) (*P* < 0.05) (Figure 1C). This demonstrated that the bevacizumab-treated tumors accumulated ^64^Cu-ATSM despite decreased blood vessel density.

**Figure 1:**
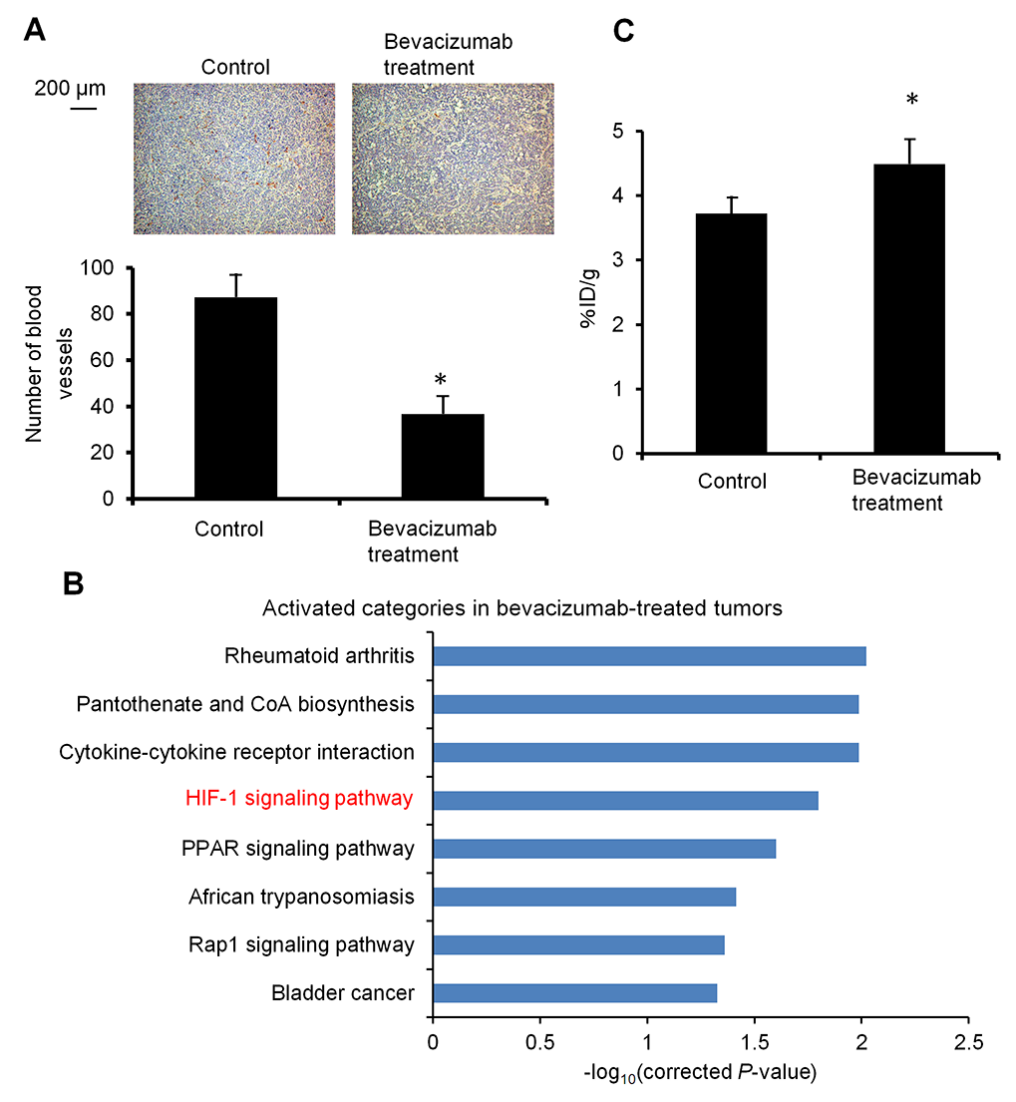
Characterization of bevacizumab-treated HT-29 tumors **(A)** Tumor blood vessel density. Representative CD31 immunohistochemical staining images of bevacizumab-treated HT-29 tumors (right) and untreated control (left) are shown (upper). Cells expressing CD31 were stained brown. Number of blood vessels in the observation areas in each tumor (n = 4) (lower). Values are shown as mean ± SD. *P < 0.05. **(B)** Activation of an HIF-1 signaling pathway. Activated pathways in the bevacizumab-treated HT-29 tumors, compared to the untreated control, are shown (n = 3). The pathways significantly activated (*P* < 0.05) were obtained by pathway analysis. HIF-1 signaling pathway, related to hypoxia, was activated in the bevacizumab-treated tumors. **(C)** Tumor uptake of ^64^Cu-ATSM. Tumor ^64^Cu-ATSM uptake in the bevacizumab-treated HT-29 tumors and control is shown (n = 4). Values are indicated as mean ± SD. *P < 0.05.

### *In vivo* imaging with simultaneous single-photon emission computed tomography/positron emission tomography/computed tomography (SPECT/PET/CT) for intratumoral vascularity and ^64^Cu-ATSM uptake regions

To further investigate intratumoral vascularity and ^64^Cu-ATSM uptake regions, *in vivo* high-resolution dual-isotope simultaneous SPECT/PET/CT imaging [29] with a blood pool-detecting SPECT agent,^99m^Tc-labeled human serum albumin (^99m^Tc-HSA) and a hypoxia-detecting PET agent,^64^Cu-ATSM, was conducted with bevacizumab-treated HT-29 tumors and the bevacizumab-untreated control. Figure 2A shows representative images and Figure 2B and 2C show the % ^99m^Tc and ^64^Cu positive uptake regions within tumors obtained from the analysis. The bevacizumab-treated tumors showed a significant decrease in % ^99m^Tc positive uptake regions (0.43-fold) and a significant increase in % ^64^Cu positive uptake regions within tumors (1.5-fold), compared to the bevacizumab-untreated control (*P* < 0.05). This indicates reduced vascularity and increased ^64^Cu-ATSM uptake regions within the bevacizumab-treated tumors.

**Figure 2:**
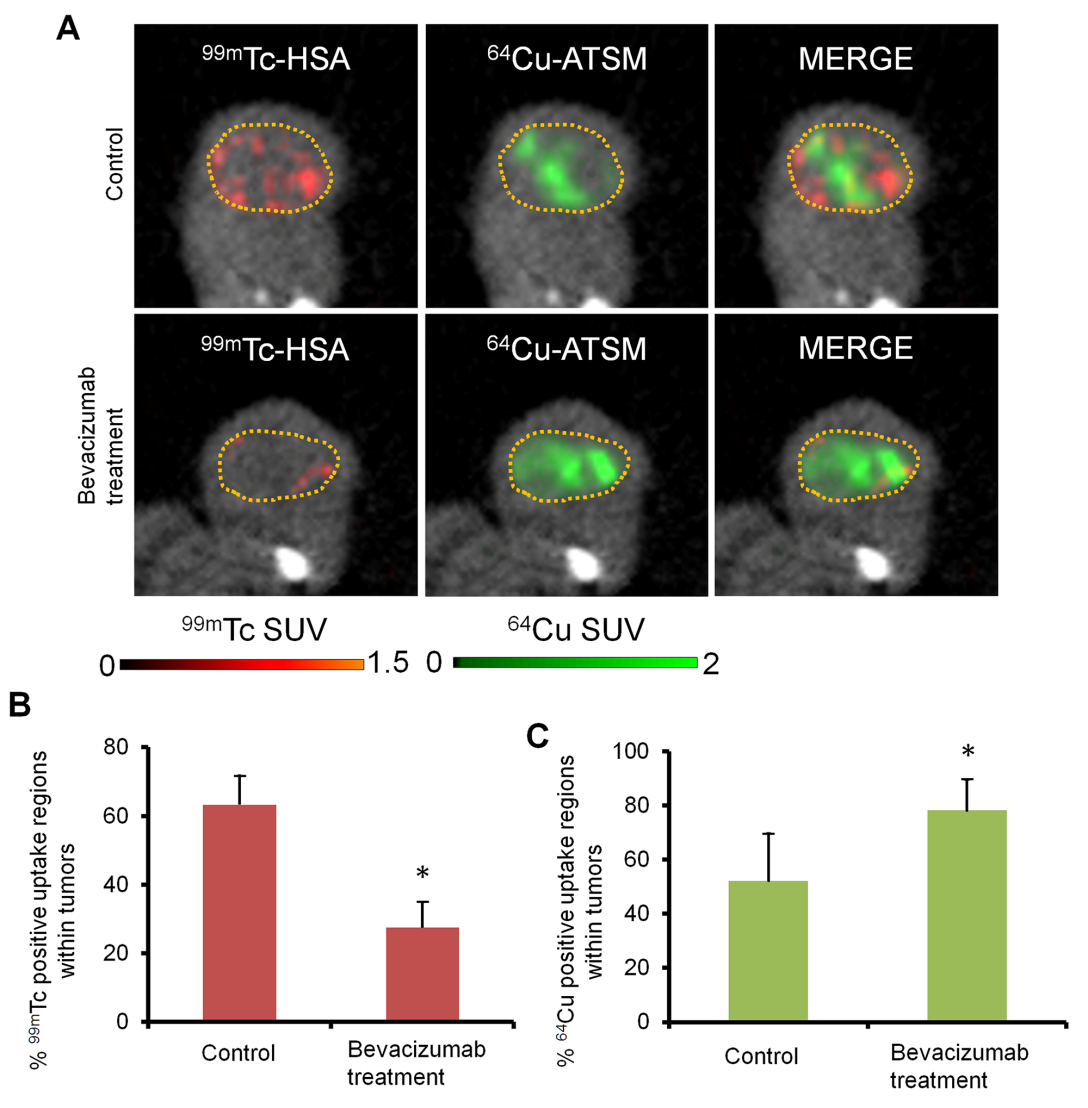
Simultaneous SPECT/PET/CT imaging for intratumoral vascularity and hypoxia **(A)** Representative images of the bevacizumab-treated tumor and untreated control, detected by dual-isotope SPECT/PET/CT with a blood pool-detecting agent^99m^Tc-HSA and a hypoxia-detecting agent ^64^Cu-ATSM. Dotted yellow circles, tumor regions; red, ^99m^Tc-HSA; green, ^64^Cu-ATSM. **(B)** and **(C)** % ^99m^Tc and ^64^Cu positive uptake regions (left and right, respectively) within tumors obtained from the analysis of SPECT/PET/CT images (n = 4). Values are shown as mean ± SD. *P < 0.05.

### *In vivo* treatment study

Next, the efficacy of ^64^Cu-ATSM treatment against the bevacizumab-treated tumors was examined *in vivo*. For treatment study, HT-29 tumor-bearing mice were treated with bevacizumab (5 mg/kg twice a week) for three weeks to make the bevacizumab-treated tumor model as described above. The mice were intravenously injected with ^64^Cu-ATSM (37 MBq) or saline (day 21) and continued to be treated with bevacizumab (bevacizumab+^64^Cu-ATSM group or bevacizumab alone). The dose of ^64^Cu-ATSM (37 MBq) used in this study was decided based on toxicity and dosimetry analyses of previous studies, which demonstrated that the dosage results in no significant body weight loss and suggested not to administer radiation doses on the dose-limiting organs beyond the tolerance level [16, 26, 30]. For comparison, groups without bevacizumab treatment were also examined: ^64^Cu-ATSM (37 MBq) on day 21 (^64^Cu-ATSM alone-day 21 group); ^64^Cu-ATSM (37 MBq) on day 7, on which day tumor size was similar to that in the bevacizumab-treated mice on day 21 (^64^Cu-ATSM alone-day 7 group); saline instead of ^64^Cu-ATSM (day 21) (control group). In the groups without bevacizumab, saline was injected instead of bevacizumab. Figure 3A shows the change in relative tumor volume with time. Treatment with bevacizumab+^64^Cu-ATSM showed the greatest inhibition of tumor growth in the examined groups compared to the other groups (*P* < 0.05). Bevacizumab alone also showed significantly greater inhibition compared to ^64^Cu-ATSM alone on days 7 and 21 as well as the control group. ^64^Cu-ATSM alone appeared to inhibiting tumor growth to a higher extent than the control, although no significant difference was observed. Tumor growth time and tumor growth delay for each group are shown in Supplementary Table 1. Bevacizumab+^64^Cu-ATSM prolonged tumor growth time by 25.2 days compared to the control group. In contrast, bevacizumab alone and ^64^Cu-ATSM alone (day 21) prolonged tumor growth time by 15.1 days and 2.8 days compared to the control group, respectively (Supplementary Table 1). This means that tumor growth delay of bevacizumab+^64^Cu-ATSM was much longer than the sum of the tumor growth delay of bevacizumab alone and ^64^Cu-ATSM alone (day 21), which indicates that co-administration of bevacizumab and ^64^Cu-ATSM synergistically inhibited tumor growth compared to each single treatment. Figure 3B shows the survival curves. Overall survival following bevacizumab+^64^Cu-ATSM treatment (58.2 ± 2.2 days) was significantly greater than that observed for bevacizumab alone (41.0 ± 2.7 days), ^64^Cu-ATSM alone-day 21 (29.0 ± 6.7 days), ^64^Cu-ATSM alone-day 7 (27.4 ± 3.1 days), and the control (26.0 ± 5.2 days) (*P* < 0.05). A synergistic effect on overall survival was also shown in the co-administration of bevacizumab and ^64^Cu-ATSM, compared to each single treatment. Weight loss greater than 10% of the initial body weight was not observed in any treatment group (Figure 4). To evaluate side effects, hematological and biochemical parameters were also measured using tumor-free mice that received similar treatments to the groups of control, bevacizumab alone, ^64^Cu-ATSM alone-day 21, and bevacizumab+^64^Cu-ATSM in the *in vivo* treatment study, respectively. There were no significant reductions in the number of white blood cells, red blood cells, and platelets at any examined time point in the all treatment groups, compared to the starting point (day 21) in the control (Figure 5A). There were no significant differences in any parameters of glutamate oxaloacetate transaminase, glutamate pyruvate transaminase, and alkaline phosphatase for liver function, and urea nitrogen and creatinine for kidney function, when compared to the control (Figure 5B and 5C). These results indicate co-administration of bevacizumab and ^64^Cu-ATSM did not cause adverse effects in mice.

**Figure 3:**
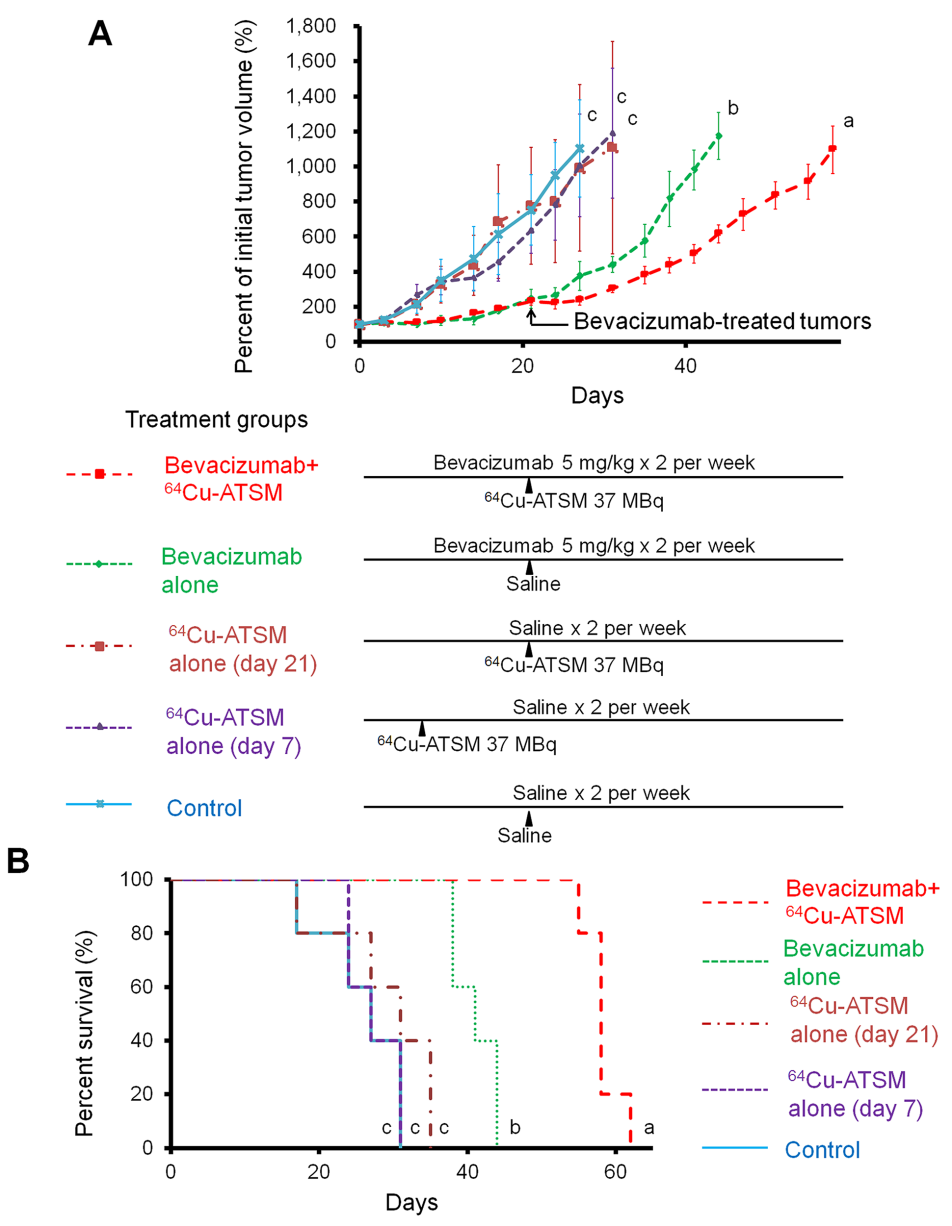
*In vivo* treatment study with ^64^Cu-ATSM The following groups were examined: bevacizumab+^64^Cu-ATSM; bevacizumab alone; ^64^Cu-ATSM alone-day 21; ^64^Cu-ATSM alone-day 7; control (n=5/group). **(A)** Tumor growth curves. Treatment schedule is also shown. Values are shown as mean ± SD. a, b, c; Different letters indicate significant differences (*P* < 0.05). **(B)** Survival curves. a, b, c; Different letters indicate significant differences (*P* < 0.05).

**Figure 4:**
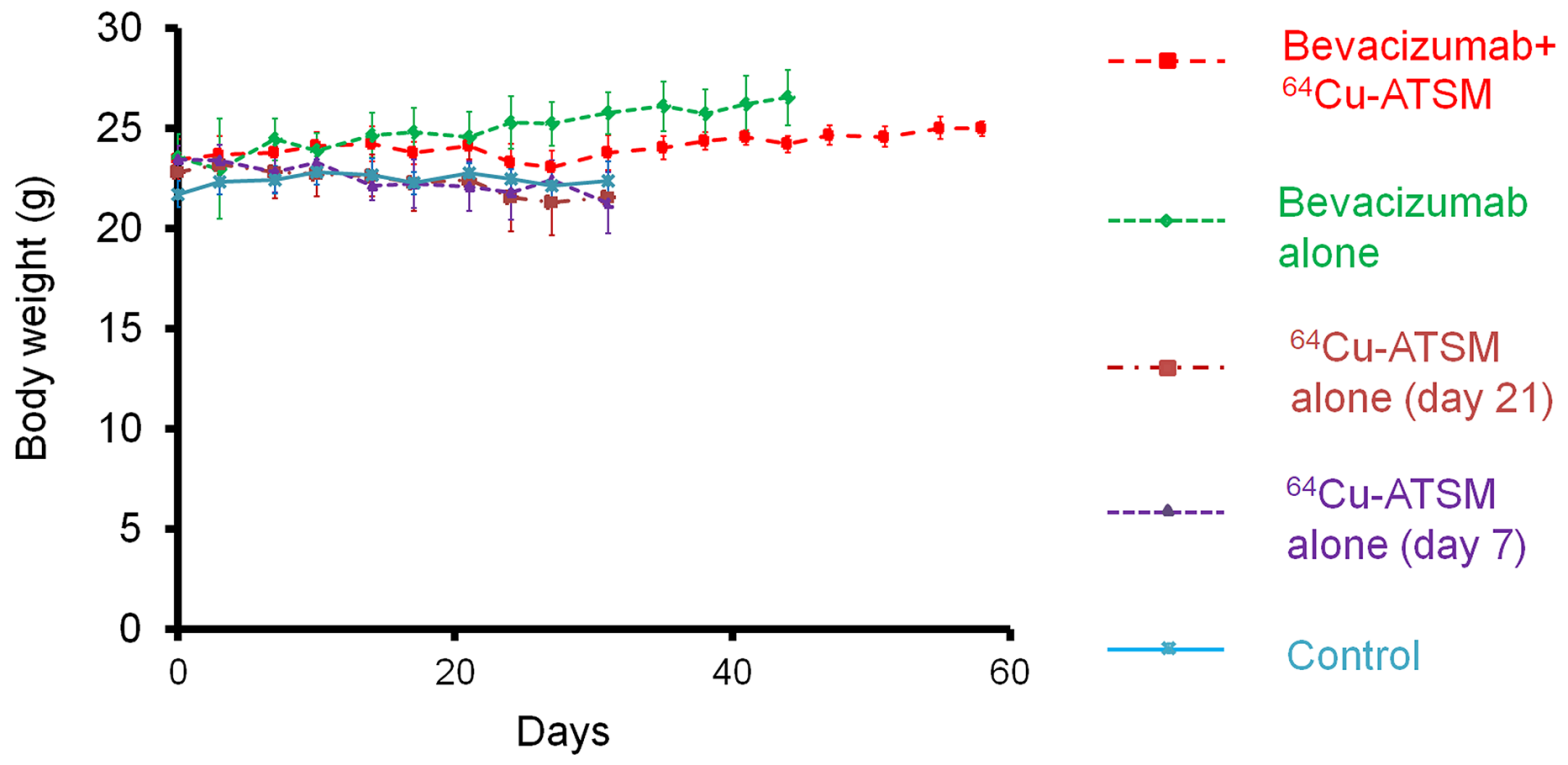
Body weight change in *in vivo* treatment study Body weight measured during *in vivo* treatment study shown in Figure 3. There was no weight loss greater than 10% of the initial body weight in any treatment group.

**Figure 5:**
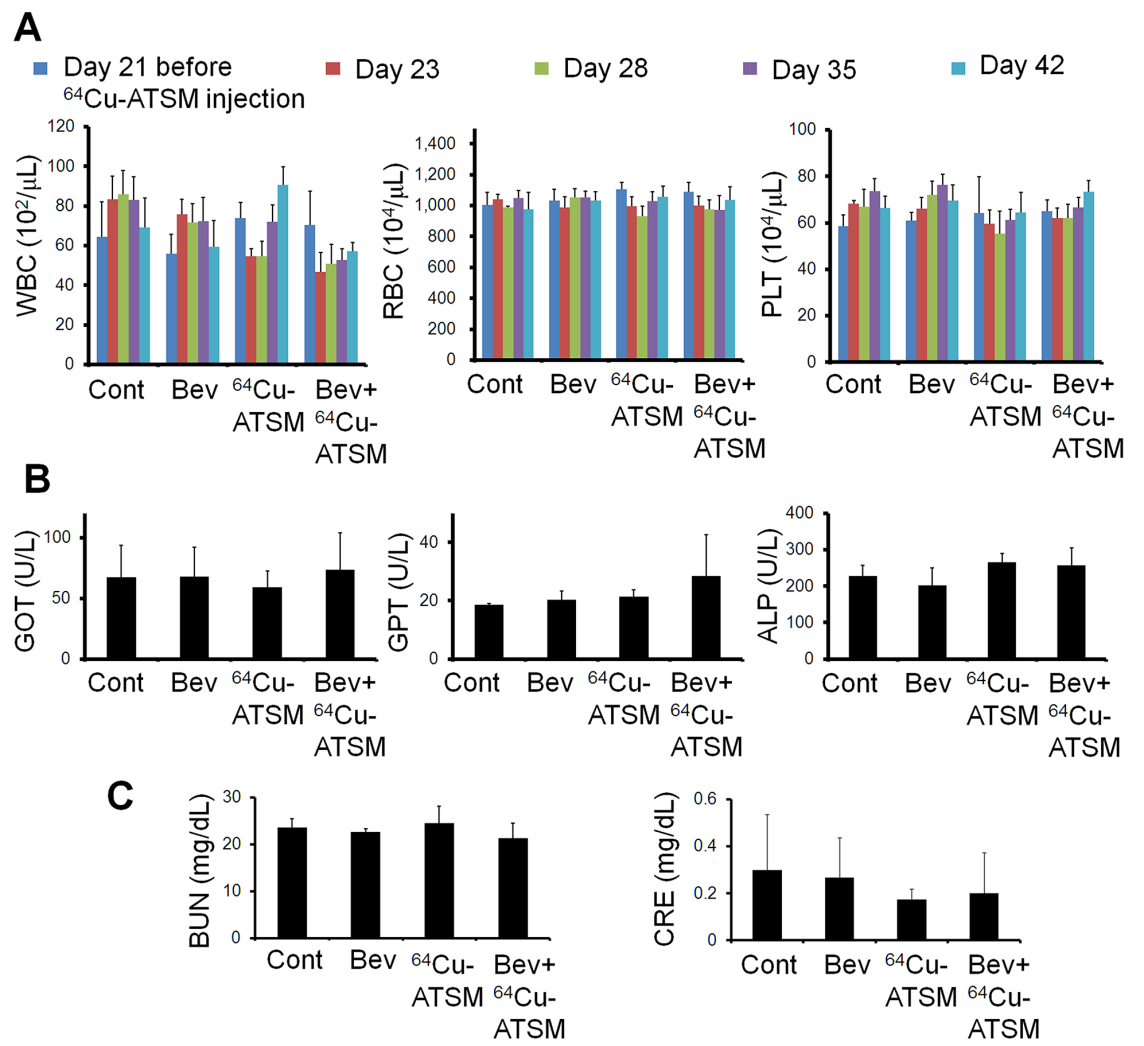
Hematological and hepatorenal toxicity **(A)** Number of white blood cells (WBC), red blood cells (RBC), and platelets (PLT) at the starting point before ^64^Cu-ATSM injection and at 2, 7, 14, and 21 days after ^64^Cu-ATSM injection (day 21 and days 23, 28, 35, and 42 in *in vivo* treatment study, respectively). **(B)** and **(C)** Levels of glutamate oxaloacetate transaminase (GOT), glutamate pyruvate transaminase (GPT), and alkaline phosphatase (ALP) for liver functions and urea nitrogen (BUN) and creatinine (CRE) for kidney function measured at 21 days after ^64^Cu-ATSM injection (day 42 in treatment study). Bev, bevacizumab.

## DISCUSSION

We reported here that ^64^Cu-ATSM effectively inhibited the growth of HT-29 tumors with bevacizumab-induced vascular decrease and hypoxia, and prolonged the survival of the mice during bevacizumab treatment with negligible toxic side effects. In recent years, bevacizumab has been widely used in antiangiogenesis therapy in clinical practice. Previous studies showed that bevacizumab treatment is known to prolong patient survival; however, repeated use of bevacizumab leads to the therapeutic ineffectiveness [3]. Bevacizumab initially inhibits tumor growth, but continuous use of this agent makes it less effective due to reduced drug delivery and induced hypoxia with activation of an HIF-1 signaling pathway [3–5]. In the present study, we demonstrated that ^64^Cu-ATSM therapy can be a beneficial approach to treat the tumors with bevacizumab-induced vascular decrease and hypoxia.

The bevacizumab-treated tumors used for this study showed decreased blood vessel density and activation of HIF-1 signaling pathway. Despite the low blood vessel density, uptake of ^64^Cu-ATSM increased in the tumors. The imaging results showed that ^99m^Tc positive areas were decreased and ^64^Cu positive areas were increased in bevacizumab-treated tumors. These data indicate that bevacizumab treatment reduced vascularity and activated hypoxia-induced HIF-1 signaling in the tumors, and that ^64^Cu-ATSM can be delivered into such tumors in which drug delivery is probably limited. ^64^Cu-ATSM has a high tissue permeability and can be accumulated in hypoxic tissues even where blood perfusion is limited [9, 17]. This high permeability is likely to overcome the difficulties encountered during bevacizumab therapy.

Our results demonstrated that ^64^Cu-ATSM can inhibit tumor growth in bevacizumab-treated tumors. Our data also indicate that ^64^Cu-ATSM has synergistic effect on bevacizumab treatment. The increased tumor uptake of ^64^Cu-ATSM and expansion of ^64^Cu positive areas within the bevacizumab-treated tumors could be one reason for the synergistic therapeutic effect of ^64^Cu-ATSM on bevacizumab treatment. In addition, bevacizumab is known to have radiosensitizing effects by inhibiting both the VEGR2/PI3K/Akt/DNA-PKcs signaling pathway and DNA double strand break repair after irradiation [31]. The radiosensitizing effect of bevacizumab on ^64^Cu-ATSM might also contribute to the synergistic inhibitory effect of ^64^Cu-ATSM on the growth of the tumors.

Our *in vivo* treatment study showed that administration of 37 MBq of ^64^Cu-ATSM had a therapeutic effect against bevacizumab-treated tumors without noticeably increased toxicity levels. We have previously demonstrated that 37 MBq of ^64^Cu-ATSM was an appropriate dosage for treatment in mice, since it did not cause significant body weight loss and hematotoxicity [16, 26, 30]. In addition, we have estimated the human dosimetry of ^64^Cu-ATSM based on the time-series biodistribution data in normal organs and tumors using mice bearing HT-29 tumors [16, 30]. The dosimetry studies have demonstrated that liver, red marrow and ovaries were the dose-limiting organs in ^64^Cu-ATSM therapy and that the estimated radiation doses to those organs in human at the therapeutic dosage of ^64^Cu-ATSM calculated from 37 MBq per mouse were low enough compared to the reported tolerance doses [16, 30]. These findings suggest that the ^64^Cu-ATSM therapy during the bevacizumab treatment could be applied to humans. However, careful determination of the administration dosage and timing for ^64^Cu-ATSM is necessary for human study.

This study has several limitations. Optimal administration timing as well as multiple dosages of ^64^Cu-ATSM were not examined. These issues should be considered in future preclinical and clinical studies to achieve a more efficient and effective outcome of this combination therapy. In addition, we used a human colon carcinoma HT-29 tumor-bearing mouse model, because colon cancer is one of the most popular target for bevacizumab [1]. The efficacy of the ^64^Cu-ATSM with bevacizumab in the other types of cancer would be warranted by further studies.

In conclusion, this study demonstrates that ^64^Cu-ATSM effectively inhibited tumor growth and prolonged the survival without major toxicity in mice bearing tumors with bevacizumab-induced vascular decrease and hypoxia. These findings suggest that ^64^Cu-ATSM therapy has potential as a new therapeutic option for tumors with long-term bevacizumab treatment in clinical practice.

## MATERIALS AND METHODS

### Preparation of ^64^Cu-ATSM

^64^Cu was produced, purified, and used for synthesis of ^64^Cu-ATSM according to previously reported procedures [16, 32]. The radiochemical purity of ^64^Cu-ATSM was determined by silica gel thin-layer chromatography (TLC; silica gel 60; Merck) with ethyl acetate as the mobile phase [33]. Radioactivity on the TLC plates was analyzed with a bioimaging analyzer (FLA-7000; Fujifilm). The radiochemical purity of ^64^Cu-ATSM was found to be greater than 95%.

### Cell culture and animal model

Human colon carcinoma HT-29 cells (HTB-38; American Type Culture Collection) were cultured under standard conditions in Dulbecco’s modified Eagle’s medium (Invitrogen) supplemented with 10% fetal bovine serum.

All animal experimental procedures were approved by the Animal Ethics Committee of the National Institutes for Quantum and Radiological Science and Technology (QST, Chiba, Japan) and conducted in accordance with the institutional guideline. Six-week-old male BALB/c nude mice (20–25 g body weight) were obtained from Japan SLC. HT-29 cells (1 × 10^7^ cells) suspended in phosphate-buffered saline (PBS) were subcutaneously injected into the flanks of the mice. Mice bearing tumors approximately 5 mm in diameter were used for subsequent experiments. To make a bevacizumab-treated tumor model with vascular decrease and hypoxia, HT-29 tumor-bearing mice were treated with bevacizumab (Chugai) (5 mg/kg twice a week) for 3 weeks. To assess decreased vascularity and hypoxia within the tumors treated with bevacizumab for 3 weeks, characterization and imaging studies were performed prior to the treatment study, as follows. Untreated tumors, which reached similar size to the bevacizumab-treated tumors on day 21, were used for control (bevacizumab-untreated control) in the characterization and imaging studies.

### Characterization study

To examine blood vessel density, immuno-histochemistry for CD31, a blood vessels marker, was performed using standard protocol with the bevacizumab-treated HT-29 tumors and bevacizumab-untreated control (*n* = 4). Details are described in Supplementary Methods. Images were obtained with a Leica DM 2500 microscope (Leica). Four observation areas (1155 μm×1530 μm) were randomly selected from each tumor section of four different tumors from each group and the number of blood vessels in the observation areas was determined.

To examine the hypoxia-induced reaction, we evaluated activation of the HIF-1 signaling pathway by DNA microarray-based analysis as reported previously [16], with bevacizumab-treated HT-29 tumors, and compared to the bevacizumab-untreated controls (n=3/group). Details of DNA microarray and pathway analysis are described in Supplementary Methods. The DNA microarray data were deposited in the Gene Expression Omnibus database under accession number GSE86525.

^64^Cu-ATSM uptake in tumors was examined and compared between mice with the bevacizumab-treated HT-29 tumors and the bevacizumab-untreated control group. Mice were intravenously injected with a tracer dose of ^64^Cu-ATSM (185 kBq/mouse) (n=4/group) and sacrificed 1 h after the injection. The tumors were collected and weighed. Radioactivities were counted with a γ-counter (1480 Automatic gamma counter Wizard 3; PerkinElmer). The results were shown as %ID/g.

### *In vivo* high-resolution simultaneous SPECT/PET/CT imaging

To examine the intratumoral vascularity and ^64^Cu-ATSM uptake regions, dual-isotope simultaneous SPECT/PET/CT imaging with ^99m^Tc-HSA and ^64^Cu-ATSM was performed using a method previously reported [29], with bevacizumab-treated HT-29 tumors and the bevacizumab-untreated control (n=4/group). ^99m^Tc-HSA was prepared using ^99m^Tc-pertechnetate (Nihon Medi-Physics) and Techne Albumin Kit (Fujifilm RI Pharma) according to the manufacturer’s protocol [29]. The VECTor small-animal scanner (MILabs), with a tungsten collimator and NaI(Tl) crystal detectors, which allows *in vivo* high-resolution SPECT/PET/CT imaging [29], was used in this study. For the imaging study, HT-29 cells suspended in PBS (1 × 10^7^ cells) were subcutaneously injected into the femoral region of the right hind leg to fit the image acquisition using the stage of this system. Fifty min after the intravenous injection of ^64^Cu-ATSM (37 MBq), ^99m^Tc-HSA (18.5 MBq) was intravenously injected into the mouse. 10 min after ^99m^Tc-HSA administration, simultaneous SPECT/PET/CT scanning was performed for 60 min, focusing on the tumor regions. Injection dose and timing of these tracers were decided based on previous studies [30, 34, 35]. Each probe was dissolved in 100 μl of saline. During the scans, the mice remained under 2% isoflurane anesthesia, and body temperature was maintained with a heater. The mouse PET 0.7 collimator, which contains 48 clusters of four 0.7-mm diameter pinholes placed in 4 rings, and whose central field of view is approximately 12 mm in diameter and 9 mm in longitudinal length [36], was used in this study. Simultaneous SPECT/PET/CT scan was performed by list-mode acquisitions using the manufacturer’s software (version 3.6g3s, MILabs). For CT, non-contrast-enhanced acquisitions were performed with the following parameters: 60 kV tube voltage, 615 μA tube current, partial scan angle, and fast scan mode. The SPECT/PET projections were reconstructed with a pixel-based, ordered-subset expectation maximization algorithm [37] using VECTor software (version 2.38c). The triple-energy window method [38] was used for scatter correction with the following parameters: for ^99m^Tc, photo peak window was set to a width of 29%; background = 10% on left side and 7% on right side of the photo peak; 16 subsets; 15 iterations; 0.4-mm voxel size; no filter; for ^64^Cu, photo peak window was set to a width of 30.2%; background = 10% on left side and 7% on right side of the photo peak; 32 subsets; 15 iterations; 0.4-mm voxel size; and no filter. These parameters were decided based on [36, 39]. Registration of the reconstructed SPECT, PET, and CT images was performed with the software (version 2.38c). Registered SPECT/PET/CT images were analyzed by the biomedical image quantification software PMOD (PMOD Technologies). Radioactivity density values (kBq/cc) on SPECT and PET images were determined based on calibration with a known activity concentration using the decay correction. With the reconstructed and registered images, the volumes of interest (VOIs) were positioned to cover the tumor regions. The standardized uptake values (SUVs), the mean activity concentration divided by the injected activity per body weight, were calculated for each pixel in the VOIs. The regions with SUVs of 0.5 or more were regarded as positive uptake regions and the percentage of ^99m^Tc and ^64^Cu positive uptake regions within the VOIs was calculated, respectively.

### *In vivo* treatment study

Mice bearing HT-29 tumors were randomized into five groups (n=5/group). Tumor-bearing mice were treated with bevacizumab (5 mg/kg twice a week) for three weeks to make the bevacizumab-treated tumor model as described above. They were intravenously injected with ^64^Cu-ATSM (37 MBq) or saline (day 21) and continued to be treated with bevacizumab (bevacizumab+^64^Cu-ATSM group or bevacizumab alone). Also, the following three groups without bevacizumab treatment were examined for comparison: ^64^Cu-ATSM (37 MBq) on day 21 (^64^Cu-ATSM alone-day 21 group); ^64^Cu-ATSM (37 MBq) on day 7, on which day tumor size was similar to that in the bevacizumab-treated mice on day 21 (^64^Cu-ATSM alone-day 7 group); saline instead of ^64^Cu-ATSM (day 21) (control group). In the groups without bevacizumab, saline was injected instead of bevacizumab. During the *in vivo* treatment study, mice were weighed, and tumor size was measured using precision calipers twice weekly. Tumor volume was calculated using an equation, tumor volume = length × width^2^ × π/6, and the relative tumor volume was calculated by dividing the tumor volume on each day by that on day 0. The initial tumor volume is shown in Supplementary Table 2. Mice were sacrificed when the tumor volume reached the humane endpoint. Based on the growth curve, tumor growth time and tumor growth delay were also analyzed. Tumor growth time was defined as time in days necessary to reach a 5-fold increase of individual tumor volume from the initial volume. Tumor growth delay was calculated as the difference in mean tumor growth time between the treatment groups and the control.

### Measurement of hematological and biochemical parameters

For evaluation of side effects, hematological and biochemical parameters were examined using tumor-free mice that received similar treatments to the groups of control, bevacizumab alone, ^64^Cu-ATSM alone-day 21, and bevacizumab+^64^Cu-ATSM in the *in vivo* treatment study, respectively (n=4/group). Measurements of hematological parameters were performed at the starting point just before ^64^Cu-ATSM injection (day 21 in the treatment study) and 2, 7, 14, and 21 days after ^64^Cu-ATSM injection (day 23, 28, 35, and 42 in the treatment study), using blood collected from a tail vein. Concentration of white blood cells, red blood cells, and platelets was determined using a hematological analyzer (Celltac MEK-6458, Nihon Kohden). Biochemical parameters were measured 21 days after ^64^Cu-ATSM injection (day 42 in the treatment study), using mouse plasma prepared with blood collected from the heart. Levels of glutamate oxaloacetate transaminase, glutamate pyruvate transaminase, and alkaline phosphatase for liver function as well as urea nitrogen and creatinine for kidney function were measured using a blood biochemical analyzer (Dri-Chem 7000VZ, Fuji Film).

### Statistical analysis

Data were expressed as means with corresponding standard deviations. *P* values were calculated using a two-sided *t*-test for comparisons between two groups. Analysis of variance (ANOVA) was used for comparisons between multiple groups. Tumor growth curves were analyzed using a two-way ANOVA. Differences in survival were evaluated by the log-rank test. *P* values less than 0.05 were considered statistically significant.

## SUPPLEMENTARY MATERIALS TABLES

How the deposited data were processed for this re-analysis (not part of the article)

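The measurements are gene expression values of HT-29 tumors grown in nude mice, 3 from mice given bevacizumab and 3 bevacizumab-untreated controls, on 1-channel arrays of human probes. Every sample was mapped to its group and replicate number from the sample labels and the paper. The paper gives 3 weeks of bevacizumab for all treated tumors and the labels give 3, 4 and 5 weeks for the 3 replicates where they name the treatment of each sample, but 3 weeks for all where they describe the protocol. The paper's duration is used, and duration entered no test.

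The authors labeled the RNA with Cy3, scanned the arrays and ran the Feature Extraction software. The authors' deposited values are intensity values, namely the processed signal of each spot after background correction within the array and the raw median signal of each spot and of its local background. The deposited intensity values are not normalized between arrays. Spots at or below background hold small positive values whose floor differs between arrays, from 1.71 and 2.01 in control replicates 1 and 2 to 5.53 in control replicate 3 and 4.82, 4.04 and 4.85 in treated replicates 1, 2 and 3. The later step in GeneSpring is not part of these values. The paper's text names a two-sided t-test for 2 groups and refers to supplementary methods, not used here, for the arrays.

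All computation started from the processed signal. Control spots were left out and 58717 spots of 50599 probes remained on each array. Spots flagged as outliers were left out, spots of 1 probe were averaged on the log2 scale, and a probe without a value on every array was left out. The 75th percentile of all probes of an array was subtracted. No spot was saturated. A probe counted as well above background when at least a share of 0.5 of its spots carried that flag. Probes well above background on every array of at least 1 group were kept, 25871 in all. The files name each probe by an accession of its transcript. Without their versions, the accessions of 30004 probes matched a gene in a table of the GRCh38.p14 assembly, and 20595 probes kept the name in the files. The arrays were designed on hg19, so no coordinates are given. Of the 20608 genes tested, 14653 had a matched name. A probe below background in a whole group has only a bound there, computed from the brighter group's mean and, for each array of the dimmer group, the higher of the lowest signal among its well-detected probes and the probe's own signal.

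Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, without a block), with Benjamini-Hochberg adjustment. The within-group SD of a gene had a median of 0.16 on the log2 scale, and the model had 4 residual and 2.51 prior degrees of freedom. Over-representation was tested with one-sided Fisher's exact tests against all genes tested and adjusted over the 8 pathways named in Fig. 1B. Sets were tested with limma's camera at a preset correlation of 0.01. Lists for the 8 pathways, for hypoxia-induced transcripts and for 7 tissues or processes (proliferation, endothelial, fibroblast, macrophage, erythrocyte and epithelial genes and the unfolded protein response) were written from general knowledge before the data were examined. A list of end-joining repair genes was written afterwards. A rule on the genes to be named was fixed before the data were examined. It takes genes that the paper's text names or whose product it names, a hypoxia panel, up to 5 genes in each direction with the largest change past the adjusted threshold, filled up by the genes of smallest unadjusted p, and members of the HIF-1 signaling pathway past the adjusted threshold. Other genes in the text, namely members of pathways called with the 2-fold list and of the endothelial, fibroblast and end-joining lists, were chosen after their values were seen. KDR, which this rule names, was well above background on 2 control arrays and no treated array, and was not tested.

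The scripts were tested on simulated data with the arrays' own gene means and spreads and 200 changed genes among the 20608. With a simulated log2 change of 1, 61.9% of the changed genes were recovered, and with a change of 2, 90.6%. Of the calls, 5.02% and 5.06% were unchanged genes. With no change simulated, 0.05 genes were called on average over 20 simulations. The simulated genes varied independently of one another, which real genes do not, so camera's calls were not tested against correlated genes. The changed genes were also drawn at random, whatever their spread, while NDRG1, for example, had a control SD of 1.07. The shares recovered need not hold for such genes. At least 2-fold with an unadjusted p under 0.05, 214 genes were higher and 139 lower in the data, and 2 and 2 passed adjustment.

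The alternatives set before the data were examined were quantile normalization, a median shift, normexp background correction with an offset of 50, no filter and a stricter filter on dim probes, outlier-flagged spots kept, the mean of all probes of a gene, replicate number as a block, leaving out each replicate, other tests and thresholds, and other backgrounds. The plan named the mean spot signal for normexp, and the median spot signal was used in its place. Slide or scan as a block was not run, because all arrays share 1 slide and 1 scan. The slide row as a block was added after the data were seen. It compares the treated tumors with control replicate 3 alone, because row 1 holds only control arrays, and that array is assumed to vary like the others.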

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

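The tests of explanations for the proliferation, epithelial and unfolded protein response lists were chosen after the results were seen. So were the tests on the 4 genes with the slide row as a term and on the detection limit of CA309819. The lists themselves and the alternatives apart from slide row were set before the data were examined. Each result below is a difference from the control tumors in genes that the paper does not discuss. The controls were matched to the treated tumors by size, so the age of the tumors stays open for each result. Every value with the slide row as a term compares the treated tumors with control replicate 3 alone, because row 1 holds only controls, and 1 array cannot exclude the row as a cause.

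The 40 proliferation genes were all lower in the bevacizumab-treated tumors, with a median log2 fold change of -0.61 (camera, adjusted p = 5.37e-20 over 8 lists). Under fry the adjusted p was 0.0568, and with an estimated correlation of 0.76 between the genes it was 0.408. The mean of the list was 2.03 ± 0.17 (SD, n = 3) in the treated tumors and 2.63 ± 0.13 (SD, n = 3) in the control. A smaller share of tumor cells as the only change would lower the epithelial genes too, but their median log2 fold change was 0.42. A share that changed together with the tumor cells themselves is not excluded by this. The normalization or background correction as the whole cause is argued against, since the median nearest 0 under quantile normalization, the median shift and normexp was -0.57. With the slide row as a term, the difference of the list's mean was -0.74 (standard error 0.17). Control replicate 3, on which this value rests, had the highest mean of the 3 controls, at 2.77 against 2.61 and 2.53 in control replicates 1 and 2. That the difference did not shrink therefore decides nothing, and the row stays open. Compared by row alone, without the treatment in the model, camera's unadjusted p was 2.15e-07 for this list and 0.00179 for the epithelial genes, since all treated arrays lie in row 2. An effect of the treatment and the age of the tumors stay open too, as does chance, which 3 arrays against 3 cannot exclude.

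The 20 epithelial genes had a median log2 fold change of 0.42, with 16 higher and 4 lower (camera, adjusted p = 2.71e-07). The adjusted p was 0.0667 under fry and 0.408 with an estimated correlation. CEACAM6, which is named by the rule on genes, had a log2 fold change of 1.81 (standard error 0.17, adjusted p = 0.0719) and did not pass the threshold. A larger share of tumor cells as the only change would raise the proliferation genes as well, and their median was -0.61. The median nearest 0 under the other normalizations and background correction was 0.37, and with the slide row as a term the difference of the list's mean was 0.69 (standard error 0.19, lower bound of the 95% interval 0.08). Control replicate 3, on which this value rests, had the lowest mean of the 3 controls. What stays open is the slide row, the age of the tumors, a change in the tumor cells themselves and chance. A larger share of tumor cells together with a change in those cells stays open as well.

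The 20 genes of the unfolded protein response had a median log2 fold change of 0.16, with 16 higher (camera, adjusted p = 0.00152). The adjusted p was 0.161 under fry and 0.445 with an estimated correlation. Without a filter on dim probes, camera's adjusted p was 0.0595, and over the other alternatives for the data and the arrays it was 7.07e-05 to 0.0460. The median nearest 0 under the other normalizations and background correction was 0.13. With the slide row as a term, the difference of the list's mean was 0.31 (standard error 0.10, 95% interval -0.02 to 0.64), against 0.22 without it. The median log2 fold change in that model was 0.23. Control replicate 3, on which these values rest, had the lowest mean of the 3 controls, at 3.03 against 3.06 and 3.27 in control replicates 1 and 2. That the difference did not shrink therefore decides nothing, and the row stays open. The interval of the mean holds 0 without the row as well (-0.0022 to 0.43).

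The 4 genes past the adjusted threshold belong to none of the 8 pathways. SQOR had a log2 fold change of 1.31 and ENST00000587298 one of 2.22, and BLVRA had one of -1.20 and CA309819 a fitted value of -2.06. A single probe measured each of them, so that no other probe could be set beside it. All 4 lost the threshold under quantile normalization (adjusted p of 0.0571 to 0.0735), without a filter on dim probes (0.384) and with replicate number as a block (0.156 to 0.166). They also lost it without control replicate 1 (0.261 to 0.275), control replicate 3 (0.140 to 0.142), treated replicate 2 (0.0946 to 0.106) or treated replicate 3 (0.0879 to 0.117). BLVRA lost it without control replicate 2 as well (0.0540), and CA309819 under normexp (0.0720), where its log2 fold change was -0.32. In the model with the row as a term, all 4 stayed past the threshold with a smallest absolute log2 fold change of 1.21, and 134 genes were past the threshold for the treatment and 33 for the row. The row stays open for these genes too. A comparison of row 1 against row 2 without the treatment called 0 genes with limma (806 at an unadjusted p under 0.05), which decides nothing, because the treatment difference adds to the spread within row 2. CA309819 was not well above background in the treated tumors, and the limit of detection allows a fold change as small as 1.09, so that a true loss and a signal near background cannot be told apart. RNA of mouse cells that binds to human probes stays open as well. The smallest unadjusted camera p of the endothelial, fibroblast and macrophage lists was 0.274, and none of these lists says which probes bind mouse transcripts. With the slide row as a term, the 14 fibroblast genes had a median log2 fold change of -0.87 (camera, adjusted p = 0.000930), while the 95% interval of their mean, -2.11 to 0.28, holds 0. Of their brightest genes, COL1A1 had a mean log2 value of 4.67 in the control and 3.71 in the treated tumors, and THY1 4.11 and 3.64. COL1A2 had 3.57 and 2.70, ACTA2 2.97 and 1.37 and TAGLN 2.27 and 0.96, whereas DCN had 3.01 and 3.43. Without the row in the model, 9 of the 14 genes were lower and 5 higher. Chance cannot be excluded, since 2 of the 10 splits of the arrays into 3 and 3, the real one included, called as many genes, counted in the direction with more calls, and 10 splits can never give a share under 0.1. At an unadjusted p under 0.05, the real split gave 4406 genes and the 9 others gave 199 to 1608. The other split put control replicates 1 and 2, the arrays of slide row 1, together with treated replicate 3, and called 0 genes higher and 3 lower.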

How the results depend on the processing

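Slide row as a block was chosen after the data were seen, and every other alternative before the data were examined.

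The numbers of genes higher and lower, 2 and 2, were within 1.5 times these under the median shift and with outlier-flagged spots kept (2 and 2 for both) and with the mean of all probes (3 and 2). They were 0 and 0 under quantile normalization, 192 and 256 under normexp, 0 and 0 without a filter on dim probes, and 9 and 10 with only probes well above background on all 6 arrays. They were 118 and 159 with eBayes and a trend, 1261 and 2599 with the methods' t-test unadjusted and 0 and 0 after adjustment, 214 and 139 at an unadjusted p with a 2-fold change, and 42 and 92 with slide row as a block. Leaving out 1 replicate gave 0 to 269 genes higher and 0 to 753 lower. The highest counts came without treated replicate 1, where all 4 genes called with every array were called again. Without control replicate 2 the counts were 9 and 8, and the remaining 4 fits gave at most 1 call in either direction. Leaving out an array also lowers the number of arrays.

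The adjusted p of the HIF-1 signaling pathway's over-representation was 1 and fell below 0.05 with the 2-fold list, at 0.00497, and with the methods' t-test, at 0.00636. Over the fits without 1 replicate it was 0.319 to 1. The number of Fig. 1B pathways over-represented was 0 and became 3 under normexp, 4 with the 2-fold list and 3 with the methods' t-test. It was 0 without any 1 replicate. With so few genes called, a pathway test on the adjusted list has almost no members to find, and the cause of the changes was not tested further.

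The set test of the HIF-1 signaling pathway (adjusted p = 0.0124) kept its direction everywhere. It lost the threshold under normexp (0.103), without a filter on dim probes (0.378), under fry (0.275) and with an estimated correlation (0.234), and the cause was not tested. Without 1 replicate it was 0.00523 to 0.0289. The hypoxia-induced list (adjusted p = 2.72e-14) kept its direction everywhere and lost the threshold under fry (0.127) and with an estimated correlation (0.408). Without 1 replicate its adjusted p was 3.18e-23 to 5.77e-11. The estimated correlation between its genes was 0.58, against the preset 0.01, which makes the preset p far too small where the genes move together.

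Replicate number as a block gave 1 gene higher, which is not one of the 4, and 0 lower. The deviations of same-numbered arrays from their group means correlated at 0.11, -0.30 and -0.18 for replicates 1, 2 and 3. No pairing by number is evident from these values, and 3 arrays per group cannot exclude one. The block changed no other call of the pathway and set tests.

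Of 326 values of named genes under the alternatives, 270 kept direction and side of the threshold, 24 came past it, 30 lost it and 2 turned. The 2 were HIF1A, at 0.0094 with the mean of all probes and 0.034 with slide row as a block. The median log2 fold change of all genes was -0.05, and between -0.04 and -0.01 under the other normalizations and background correction. The dim end limits what can be seen, since 50.9% to 67.7% of the probes were well above background on an array.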

Differences from the paper's values

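Fig. 1B gives the pathways as -log10 of a p corrected over the authors' own set of pathways, whereas the values here are corrected over the 8 pathways of the figure and rest on other membership lists. With the genes past the adjusted threshold, the value here was 0 for each of the 8. The paper's values, all read by eye in Fig. 1B, are about 1.8 for the HIF-1 signaling pathway, about 2.0 for rheumatoid arthritis, about 2.0 for pantothenate and CoA biosynthesis, about 2.0 for cytokine-cytokine receptor interaction, about 1.6 for PPAR signaling, about 1.4 for African trypanosomiasis, about 1.4 for Rap1 signaling and about 1.3 for bladder cancer.

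Of the alternatives set before the data were examined, 3 brought a value within 1.5 times of the paper's. With the list of genes at an unadjusted p under 0.05 and at least 2-fold higher, the value was 2.30 for the HIF-1 signaling pathway, 1.78 for cytokine-cytokine receptor interaction, 1.96 for Rap1 signaling and 0.966 for bladder cancer. With the methods' t-test at an unadjusted p under 0.05, it was 2.20 for the HIF-1 signaling pathway and 2.39 for cytokine-cytokine receptor interaction. Under normexp, it was 2.90 for rheumatoid arthritis, 1.71 for pantothenate and CoA biosynthesis, 2.44 for cytokine-cytokine receptor interaction and 1.05 for bladder cancer. Rheumatoid arthritis was also over-represented with the 2-fold list, at 3.75, and with the methods' t-test, at 3.10, both above the paper's value. No alternative came within 1.5 times of the paper's value for PPAR signaling or African trypanosomiasis, and none called them. Under quantile normalization, the median shift, the changed filters on dim probes, outlier-flagged spots kept, the mean of all probes, replicate block, changes in both directions, a background of genes with a curated transcript and each replicate left out, and with slide row as a block, which was chosen after seeing the values, all 8 values stayed apart from the paper's.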

Other observations

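Tests of other splits, dim probes, slide row on the 2 lists and VEGFA were set before their results were seen. The other tests of explanations in this part were set afterwards. The lists other than the end-joining genes, the rule on genes and the alternatives apart from slide row were fixed before the data were examined. An unadjusted p below is from limma's model, and an exact permutation test of these arrays cannot go below 0.1.

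The hypoxia-induced genes had a mean log2 value of 2.31, 2.78 and 2.00 in control replicates 1, 2 and 3 and of 2.87, 3.06 and 3.15 in treated replicates 1, 2 and 3. Control replicate 2 thus lay nearer to treated replicate 1 than to control replicate 3, and without it the median log2 fold change of the list was 0.76 in place of 0.58. Without control replicate 3, the control with the lowest mean, it was 0.43, and without any 1 of the other arrays it was 0.52 to 0.68. A shift of dim probes that the floor of each array makes is argued against by the probes well above background on all 6 arrays, where camera's unadjusted p was 1.08e-15. Slide row stays open. With the row as a term, which compares the treated tumors with control replicate 3 alone, camera's unadjusted p was 1.71e-19 for the hypoxia-induced genes and 0.00391 for the HIF-1 signaling pathway, and the difference of the list's mean was 1.02 (95% interval 0.19 to 1.86) and 0.26 (95% interval 0.02 to 0.50). Without the row, the interval was -0.01 to 1.33 for the hypoxia-induced genes and 0.05 to 0.35 for the pathway. Control replicate 3 had the lowest mean of the 3 controls for both lists, and row 1 against row 2 alone gave an unadjusted p of 0.000957 and 0.0938. Chance stays open. Of the 10 splits of the arrays into 3 and 3, 1 gave a camera p for the HIF-1 signaling pathway as small as the real split, which is the real one itself, and 2 gave one as small for the hypoxia-induced genes, the other being control replicate 2 with treated replicates 2 and 3. In 6 of the 10 splits that list had a camera p under 0.05, so such a p carries little weight here. For the over-representation of the HIF-1 signaling pathway and of the Fig. 1B pathways, all 10 splits gave a result as large, because none was over-represented in any of them.

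The members of the HIF-1 signaling pathway divide into 12 that the hypoxia-induced list also holds and 65 others. The 12 had a median log2 fold change of 0.70, with 11 of them higher, and camera's unadjusted p was 1.18e-07. The 65 had a median of 0.03 and 36 of them were higher, with an unadjusted p of 0.162 from camera. The set result may therefore rest on target genes of hypoxia and not on the regulators in the list.

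With VEGFA left out, 3 in place of 4 of the Fig. 1B pathways were over-represented among the genes at least 2-fold higher at an unadjusted p under 0.05. Cytokine-cytokine receptor interaction was lost (adjusted p = 0.0703, Fisher's exact test), and the HIF-1 signaling pathway stayed (adjusted p = 0.0319, Fisher's exact test). The sharing of VEGFA between lists is thus a candidate explanation for 1 of the 4. In the rheumatoid arthritis list, 3 of the 6 genes were class II genes of the major histocompatibility complex, chosen for mention after their values were seen. HLA-DQB1 had a log2 fold change of 3.55 (standard error 0.75), HLA-DPB1 one of 3.50 (standard error 0.79) and HLA-DRB1 one of 3.16 (standard error 0.70), with adjusted p of 0.0975, 0.100 and 0.0996 from limma. Probes of such similar genes can bind one another's transcripts, so they do not count as 3 separate results.

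PRKDC, which encodes DNA-PKcs, a protein the paper names for the radiosensitizing effect of bevacizumab, had a log2 fold change of -0.93 (standard error 0.09, adjusted p = 0.0719 from limma), and its second probe gave -0.73. All treated tumors lay below all controls, and the gene was past the threshold under normexp (adjusted p = 0.0163), with only probes well above background on all 6 arrays (0.0419) and without treated replicate 1 (0.0438), the range over its alternatives being 0.0163 to 0.384. One hypothesis was that end-joining repair genes fall as a set. The 8 other genes tested had a median of -0.10, 4 being lower and 4 higher, with an unadjusted p of 0.560 from camera. At an unadjusted p under 0.05, 3 were lower, namely XRCC5 at -0.35, DCLRE1C at -0.42 and PAXX at -0.25, and 0 were higher, so that a fall of part of the set stays open. The paper's statement is about protein signaling after irradiation, which these arrays do not measure.

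The array probes are human and blood vessels of the tumors are those of the mouse. Values of vessel genes can thus reflect mouse transcripts that bind, human transcripts of the tumor cells or both, which the arrays cannot tell apart. PECAM1, which encodes CD31, had a log2 fold change of -0.59 (standard error 0.38, adjusted p = 0.403) and was well above background in 3 control and 1 treated tumors. Single arrays decided this value. It was -1.03 without treated replicate 1 (adjusted p = 0.0487, within a range of 0.0487 to 0.950 over its alternatives), -0.23 without treated replicate 2 and -0.016 under normexp. Its other probes gave -0.08 and -0.02, detected in 0 and 2 of the control tumors and in no treated tumor. The 9 endothelial genes tested had a median of -0.07 (camera, adjusted p = 0.462; fry, adjusted p = 0.0667), while their mean was lower in every treated tumor than in every control tumor, by a difference of -0.38 (standard error 0.06). Of the 9, 6 were lower, TIE1 the most at -2.13, and 3 were higher. TIE1, CD34 at -1.05 and PECAM1 were well above background in only 2, 1 and 1 of the treated tumors. The lower mean rests on these 3 genes. With only the 6 genes well above background on all 6 arrays the median was 0.04, and under normexp the median of the 9 was -0.01. The adjusted p from camera was 0.462 for the fibroblast, 0.438 for the macrophage and 0.919 for the erythrocyte genes. The medians were -0.29, 0.09 and -0.15, and for the erythrocyte genes camera pointed upward while the median and the mean were negative, and it pointed downward under several alternatives, quantile normalization among them, without passing the threshold. Of the Fig. 1B pathways beside HIF-1 signaling, camera's adjusted p was 0.0124 for rheumatoid arthritis and Rap1 signaling, 0.0646 for cytokine-cytokine receptor interaction and 0.221 to 0.512 for the other 4. Rheumatoid arthritis lost the threshold with slide row as a block (0.0623) and without a filter on dim probes (0.283), the range over its alternatives for the data and the arrays being 0.00647 to 0.283. Rap1 signaling lost it under normexp (0.103) and without the filter (0.378), with a range of 0.00529 to 0.378. Cytokine-cytokine receptor interaction passed under normexp (0.0292), with only probes well above background on all 6 arrays (0.0219), and without control replicate 3 (0.00962), treated replicate 1 (0.0399) or treated replicate 3 (0.0447), with a range of 0.00962 to 0.503. Under fry and with an estimated correlation no Fig. 1B pathway passed, the smallest adjusted p being 0.0517 and 0.165 for rheumatoid arthritis. Camera pointed upward for pantothenate and CoA biosynthesis and PPAR signaling as well, although their medians were -0.03 and -0.02.

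Among the genes of smallest unadjusted p that did not pass the threshold, NR1H4 had a log2 fold change of 1.93 and FER1L6 one of 2.44, detected in 2 and 1 of the 3 control tumors. STMN2 had one of -2.08 and MYL9 one of -2.24. The adjusted p of each was 0.0719. Each of the 4, and CEACAM6, passed under normexp and without treated replicate 1 (adjusted p = 0.0438), and the range over their alternatives was 0.0163 to 0.384. Under normexp the log2 fold changes were smaller, at 1.04 for NR1H4, 0.90 for FER1L6, -1.01 for STMN2, -1.88 for MYL9 and 1.62 for CEACAM6. The sizes for NR1H4 and FER1L6 rest on control signals near background and are uncertain.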
